# Comparative analysis of the root and leaf transcriptomes in *Chelidonium majus* L.

**DOI:** 10.1371/journal.pone.0215165

**Published:** 2019-04-15

**Authors:** Helen Pourmazaheri, Aboozar Soorni, Bahram Baghban Kohnerouz, Nafiseh Khosravi Dehaghi, Enayatollah Kalantar, Mansoor Omidi, Mohammad Reza Naghavi

## Abstract

*Chelidonium majus* is a traditional medicinal plant, which commonly known as a rich resource for the major benzylisoquinoline alkaloids (BIAs), including morphine, sanguinarine, and berberine. To understand the biosynthesis of *C*. *majus* BIAs, we performed *de novo* transcriptome sequencing of its leaf and root tissues using Illumina technology. Following comprehensive evaluation of *de novo* transcriptome assemblies produced with five programs including Trinity, Bridger, BinPacker, IDBA-tran, and Velvet/Oases using a series of k-mer sizes (from 25 to 91), BinPacker was found to produce the best assembly using a k-mer of 25. This study reports the results of differential gene expression (DGE), functional annotation, gene ontology (GO) analysis, classification of transcription factor (TF)s, and SSR and miRNA discovery. Our DGE analysis identified 6,028 transcripts that were up-regulated in the leaf, and 4,722 transcripts that were up-regulated in the root. Further investigations showed that most of the genes involved in the BIA biosynthetic pathway are significantly expressed in the root compared to the leaf. GO analysis showed that the predominant GO domain is “cellular component”, while TF analysis found bHLH to be the most highly represented TF family. Our study further identified 10 SSRs, out of a total of 39,841, that showed linkage to five unigenes encoding enzymes in the BIA pathway, and 10 conserved miRNAs that were previously not detected in this plant. The comprehensive transcriptome information presented herein provides a foundation for further explorations on study of the molecular mechanisms of BIA synthesis in *C*. *majus*.

## Introduction

*Chelidonium majus* L. is an herbaceous medicinal plant belonging to the botanical family Papaveraceae. *C*. *majus* is widely distributed in Europe and Western Asia and also as an introduced species in Northern America. The species is commonly known as celandine, greater celandine, celandine poppy, elon-wort, felon-wort, rock poppy, swallow-wort, and tetter-wort. *C*. *majus* is highly toxic due to the presence of various secondary metabolites in the roots and stems, but is used in both traditional and modern medicines [1].

Pharmacological properties ascribed to *C*. *majus* include anti-viral [2], anti-bacterial [3], anti-fungal [4], anti-protozoal and radioprotective [5], anti-inflammatory [6], anti-alzheimer [7], anti-cancer [8], hepatoprotective [9], and natriuretic and antidiuretic effects [10]. The diverse array of secondary metabolites present in *C*. *majus* is responsible for its therapeutic properties. Alkaloids are the most common group of secondary metabolites present in *C*. *majus*. Chelidonine, berberine, sanguinarine, coptisine, chelerythrine, and protopine, are among the various alkaloids synthesized by *C*. *majus* [11]. Flavonoids, saponins, vitamins (e.g. vitamin A and C), mineral elements, sterols, and acids and their derivatives [12] are other secondary metabolites present in *C*. *major* as well.

Transcriptome sequencing can be effectively utilized to identify and characterize pathways associated with the biosynthesis of secondary metabolites in plants [13–15], and enables the exploration of gene sequence and expression levels in an organism that lacks genomic resources [16–17]. A *de novo* transcriptome assembly, coupled with a liquid chromatography–electrospray ionization-tandem mass spectrometry (LC–ESI-MS/MS) proteomic approach, has been previously performed for *C*. *majus* to examine its protein composition, which showed novel defense-related proteins characteristic of its latex [18]. Also, Hagel et al. (2015) established an essential resource for the elucidation of benzylisoquinoline alkaloids (BIA) metabolism from the transcriptomes of 20 BIA-accumulating plants, but the structural diversity of the alkaloids and their biosynthetic pathways are not well studied in *C*. *majus*.

Considering the benefits of RNA sequencing technology, we used the root and leave tissues as the basic materials to generate RNA-seq reads using Illumina HiSeq 2000 to obtain a better understanding about genes involved in the BIA biosynthesis pathway We also mined the assembly to identify expressed sequence tag simple sequence repeats (EST-SSRs) and miRNAs that have not yet been characterized in *C*. *majus*.

## Materials and methods

### Plant materials, RNA extraction, and nucleotide sequencing

The *Chelidonium majus* tissues used in this study were collected from a high producer of chelidonine (Voucher number: IBRCP1006619), Mahmudabad-Amol, Mazandaran, Iran (Longitude coordinates: 52 17' 0.9", Latitude coordinates: 36 35' 15.1 ") [19]. To collect samples, plants were grown in the greenhouse facilities (28°C day/20°C night under natural light conditions) of the Iranian Biological Resources Center (IBRC) in Alborz, Iran. The root and leaf tissues were harvested from the plants, washed thoroughly with sterile water, frozen in liquid nitrogen and immediately stored at -80°C. Total RNA from the harvested plant materials was extracted using TRIzol^®^ Reagent according to the manufacturer’s instructions (Invitrogen, USA). RNA samples were sent to the Beijing Genomic Institute (BGI) for transcriptome sequencing. Libraries were constructed using illumina TruSeq RNA sample preparation kit, while sequencing was performed with the Illumina HiSeq 2000 platform to generate paired-end (2×150 base) reads.

### *De Novo* transcriptome assembly

We obtained a draft transcriptome from the raw RNA sequencing data using five popular assembly programs including (1) Trinity v. 2.4.0 [16], (2) Velvet v.1.2.10 and Oases v.0.2.09 [20–21], (3) IDBA-tran [22], (4) Bridger [23], and (5) BinPacker [24]. Trinity was used with a fixed k-mer size of 25 as suggested by the authors. Oases-Velvet and IDBA-tran were used with a series of k-mer sizes from 25 to 91 and with an increment of 2. For BinPacker and Bridger we used two k-mer sizes (25 and 27). All tools were run with default settings and only assembled transcripts longer than 200 bp were retained. Subsequently, the most basic metrics for transcriptome assemblies including contig number, length distribution, assembly size, percentage of reads that could be mapped back to the transcriptome assembly (RMBT), and N50 were assessed and compared for all assemblies.

### Gene expression levels and transcript annotation

The RNA-seq by Expectation Maximization (RSEM) package was used to estimate gene expression levels based on the mapping of RNA-seq reads to the assembled transcriptome [25]. To estimate the individual transcript abundances, the RNA-seq reads had first to be aligned to the transcriptome assembly. After indexing the reference transcriptome, separately, fastq files from the individual libraries of each sample were mapped to the final transcript set using script align_and_estimate_abundance.pl. The program Bowtie was used to generate alignments for each sample. Combining the read counts from all samples into a matrix was performed using script abundance_estimates_to_matrix.pl [16, 25]. Finally, identification of differentially expressed genes was carried out using run_DE_analysis.pl, which involves the Bioconductor package EdgeR in the R statistical environment [26–27]. Transcripts with very low read counts were filtered out across all libraries. Gene expression values were measured in FPKM (fragments per kilobase of transcript per million reads mapped) [26,28] and were used to make pairwise comparisons. Clustering analysis was performed on the differentially expressed genes, with FDR and the logFC cutoff defined by the–P 1e-3 -C 2 parameters using analyze_diff_expr.pl script.

Functional annotation of the *de novo* transcriptome was conducted using TransDecoder v2.0.1 to predict open reading frames (ORFs) at least 100 amino acids long, and the Trinotate pipeline v3.0.2 (http://trinotate.github.io/) was used to annotate the predicted ORFs using the following programs: BLASTX v2.2.29 and BLASTP v2.2.29 to search against Swissprot-Uniprot database [29], Hmmer v.3.1b2 to identify protein domains (PFAM) [30–31], SignalP v.4.1 to predict the presence of signal peptides [32], Tmhmm v.2.0c for prediction of transmembrane helices in proteins [33], and Rnammer v.1.2 to predict ribosomal RNA [30]. All results from the bioinformatics analyses performed above were imported into a Trinotate SQLite database. To obtain Gene Ontology (GO) annotations, we used the Trinotate-integrated UniProtKB GO annotations and WEGO software [34] for GO functional classification.

### TF identification and EST-SSR analysis

Homology searches against PlantTFDB using BLASTx with a cut-off *E-value* of 1e−5 were performed in order to identify transcription factors [35]. The assembled sequences were scanned to identify single sequence repeats (EST-SSRs) using the MIcroSAtellite Identification Tool (MISA, http://pgrc.inpk-gatersleben.de/misa/) [36]. For this purpose, a FASTA file containing all of the assembled sequences was used as the input file in MISA Perl script to screen for EST-SSRs with motifs of 1 to 6 nucleotides and a minimum repeat number of 10, 6, 5, 5, 5, and 5, respectively. PCR primers were designed using Primer3 [37]. The parameters for designing primers were as follows: PCR product size range of 100 to 300 bp; primer length of 18–25 nucleotides; annealing temperature between 55 and 62°C with 57°C as the optimum melting temperature.

### *In silico* miRNA identification

To identify potential miRNAs in *C*. *majus*, transcripts and previously-known plant miRNAs from the miRBase database [38] were initially clustered using CD-HIT-EST [39] with the following parameters: c = 1, n = 10, d = 0, and M = 16000. The clustered sequences were then aligned against non-redundant miRNAs using BLASTn v 2.2.30 [29]. The obtained hits with alignment length > = 20, e-value threshold ≤ 0.001, and without mismatches and gaps were considered for extracting the precursor sequences (pre-miRNA). A sliding window of about 400 nt from the region 200 nt upstream of the beginning of the mature miRNA to 200 nt downstream of the miRNA from the filtered sequences was then used as a query in BLASTX searches against the NCBI non-redundant protein database to remove protein coding sequences. The secondary structures of the retained sequences were predicted using the web server mfold (Zuker, 2003). Only sequences with the following criteria were considered as potential miRNA precursors: (1) > = 20 nt mature miRNA sequence within one arm of the hairpin (2) with higher negative minimal free energies and higher MFEIs [40], (3) no more than six mismatches with the opposite miRNA, and (4) no loop or break in miRNA sequences. In the last step, we used the web tool psRNA-target (http://bioinfo3.noble.org/psRNATarget/) to predict the potential miRNA targets.

### Orthogroup identification

We used OrthoFinder [41] with the default parameters, aligned sequences with MAFFT v 7.271 [42] and built trees with FastTreeMP v 2.1.8 [43], to identify conserved orthogroups for eight species, including *Argemone mexicana*, *Papaver bracteatum*, *Eschscholzia californica*, *Glaucium flavum*, *Stylophorum diphyllum*, *Sanguinaria canadensis*, and *Corydalis cheilanthifolia* published previously along with *C*. *majus*. The corresponding transcriptome assemblies for seven species were downloaded from www.phytometasyn.ca [44]. The predicted protein sequences were obtained using TransDecoder v2.0.1 (http://transdecoder.sourceforge.net/). The rooted species tree was drawn using Dendroscope v 3.5.9 [45].

## Results and discussion

### Short-read sequencing and *de novo* transcriptome assembly

A total of 188.98 million clean PE RNA-seq reads of 150 bp in length with quality scores of >Q20 were obtained after sequencing root and leaf tissues on Illumina HiSeq 2000^™^ platform. Subsequently all 188.98 million of the high quality were used for *de novo* assembly using different packages.

The primary assembly statistics showed variable patterns of performance with the different tools; for example, Trinity produced the largest number of contigs with the highest number of bps, followed closely by Bridger (Table 1). The number of predicted transcripts is strongly affected by the k-mer size [46]. With Velvet/Oases, the number of predicted transcripts dropped from 325,276 with k-mer 25 to 94,116 with k-mer 91, similarly to previously reported results [46–48]. However, using IDBA-tran, the number of contigs generally increased with increasing k-mer size (168,305 contigs with k-mer 25, and 210,145 with k-mer 91). Some previous studies have indicated that N50, a metric commonly used in genome assembly, is not suitable for transcriptome assembly, because longer N50 values may indicate a high level of chimerism [6,49], although it has also been observed that larger N50s can reflect a higher quality assembly [50–51]. BinPacker gave the largest N50 compared to Trinity and Bridger. With increased k-mer size, the N50 increased for all Velvet/Oases and IDBA-tran k-mer assemblies. The total assembly length showed a similar trend N50 for IDBA-tran, while for Velvet/Oases with increasing k-mer size, the number of bps increased up to k = 45, at which point the number of bps declined. Across all assembly strategies performed using the different programs, Trinity, Bridger, and BinPacker consistently produced similar percentages of paired-end reads that mapped back to the relative assembly, ranging from 90.22 to 93.78%. Assemblies produced by Velvet/Oases had the lowest percentage of mapped reads (>70%). BinPacker was faster, compared to Trinity and Bridger. These conflicting patterns show that the outputs of the assembly programs can be quite variable.

**Table 1:** Statistical summary of *de novo* transcriptome assemblies for three assembly programs.

Tools	Trinity	Bridger		BinPacker	
Kmer Size	25	25	27	25	27
Number of contigs	392,555	336,021	334,664	232,701	227,138
Total size (Mb)	220.67	207.94	204.34	216.24	208
Maximum length (bp)	16,238	37,322	25,856	35,898	34,163
Minimum length (bp)	224	201	201	200	200
Average length (bp)	562.15	618.84	610.58	929.27	915.75
N50 length (bp)	674	1,013	993	1,585	1,552

Based on the assembly statistics, the assembly generated by BinPacker with k-mer 25, which had the highest N50 value (1,585 bp), average transcript length, and RMBT percentage, whilst keeping fewer number of contigs (232,701) and larger total assembly size (216.24 Mbp) as long as possible was selected for downstream analysis.

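Of the 232701 contigs of this assembly, 217839 had at least 1 count in at least 1 of the 4 libraries and 14862 had none. Over 1 count per 1000000 counts (CPM) was reached by 44354 contigs in leaf 3 and 42985 in leaf 4. Root 2 had 38054 such contigs and root 4 had 52264, so the root libraries lay further apart than the leaf libraries. A total of 41104 contigs passed 1 CPM in both leaf libraries, 35192 in both root libraries and 30320 in all 4 libraries. Contigs over 1 CPM in both root libraries and with 0 counts in both leaf libraries numbered 1478, and 829 were over 1 CPM in both leaf libraries with 0 counts in both root libraries. The number of contigs seen in 1 tissue depends on the limit. With at least 10 counts in both libraries of a tissue as the limit, 3690 contigs were seen in root alone and 1396 in leaf alone. These are numbers of contigs in these libraries, for which no test was made, and a count of 0 does not show that a transcript is absent from a tissue.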

### Identification of differentially expressed genes (DEGs)

The identification of DEGs was performed by estimating individual transcript abundance by mapping the cleaned reads back to the assembled transcripts with RSEM, and their expression levels were represented as FPKM values. 

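RNA from leaf and root of *Chelidonium majus*, greater celandine, a plant of the poppy family that makes benzylisoquinoline alkaloids, was sequenced in 4 libraries, named here leaf 3, leaf 4, root 2 and root 4 after the labels of the samples. The paper describes 2 biological replicates per tissue. Neither the paper nor the labels tie a library to a separate plant, so the p-values measure the spread between these samples alone, which may be technical. The authors aligned the reads of each library to the assembled transcripts with Bowtie, estimated abundances with RSEM and joined the libraries into 1 table of estimated counts, in which every value is a whole number. RSEM divides reads among contigs of similar sequence, so the value of a single contig depends on that division. For this reason the counts of the transcripts given for each enzyme in Fig 1 were also summed to 1 value per enzyme. Transcripts with over 1 CPM in at least 2 libraries were kept, which left 47385. Counts were scaled with TMM factors of 1.03 for leaf 3, 1.09 for leaf 4, 0.729 for root 2 and 1.23 for root 4, and root was compared with leaf by edgeR's quasi-likelihood F test. A transcript was called at an FDR (Benjamini-Hochberg) under 0.001 and a fold change of at least 4, the thresholds the paper states. The paper's text names edgeR without the test used within it, and mentions a filter on very low counts without its limit. Expression levels are given as TMM-normalized CPM, which are not divided by transcript length, whereas the paper gives FPKM. Every log2 fold change is root minus leaf, so that a positive value stands for a higher level in root.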

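The estimated counts summed to 17913566 in leaf 3, 19259712 in leaf 4, 19781065 in root 2 and 15281682 in root 4. The 100 most abundant transcripts took 20.0% of the counts of leaf 3 and 15.8% of those of leaf 4. In root they took 30.7% of the counts of root 2 and 11.4% of those of root 4. A group of 33 contigs with neighbouring identifiers, c1 to c33, accounted for 22.1% of root 2, 2.41% of root 4, 8.02% of leaf 3 and 0.323% of leaf 4. Across the tested transcripts, which are not independent of each other, Pearson's r of log2 CPM was 0.974 between the leaf libraries and 0.914 between the root libraries, against 0.502 to 0.532 between a leaf and a root library. Both pairs of replicates differed by more than the sampling noise (chi-square per degree of freedom of 31.0 in leaf and 61.8 in root), so neither pair was treated as 1 library deposited under different names. The chi-square takes in contigs c1 to c33, whose shares differed strongly between replicates, so it is not the spread of a typical contig. A difference beyond sampling noise does not show that the libraries come from separate plants, since libraries made from 1 RNA can also differ by more than this noise.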

More than 93% of trimmed reads in the four libraries could be mapped to the transcriptome assembly successfully, which indicates the quality of the *de novo* transcriptome assembly. 

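Of 47385 tested transcripts, 688 were called higher in leaf and 210 higher in root, 898 in all. The 2 most abundant transcripts called higher in leaf were TR761|c200446_g1_i1 and TR1221|c30018_g1_i1, and the 2 most abundant called higher in root were TR169961|c79834_g1_i1 and TR2692|c114268_g1_i1. None of the 4 has a gene name in the sources used here. TR761|c200446_g1_i1 stood at 1856 ± 337 normalized CPM in leaf and 1.31 ± 0.542 in root (SD, n = 2 libraries each), a log2 fold change of -10.45 (standard error 0.73, FDR 0.000909 from edgeR's quasi-likelihood test). TR1221|c30018_g1_i1 was at 1557 ± 271 in leaf and 2.68 ± 0.437 in root, with a log2 fold change of -9.18 (standard error 0.60, FDR 0.000897). In root, TR169961|c79834_g1_i1 reached 1276 ± 342 against 5.30 ± 0.786 in leaf, with a log2 fold change of 7.91 (standard error 0.57, FDR 0.000941). TR2692|c114268_g1_i1 had 5355 and 7730 counts in the root libraries and 1 and 3 in the leaf libraries (log2 fold change 11.86, standard error 0.58, FDR 0.000879). Of the transcripts called higher in leaf, 68 had 0 counts in both root libraries, and of those called higher in root, 8 had 0 counts in both leaf libraries. The number of calls differed between tests: edgeR's exact test on the same transcripts called 6168 higher in leaf and 4741 higher in root, among them all 688 and all 210, DESeq2 called 4914 and 4152, and limma-voom called 1639 and 862. At an FDR under 0.05 with the same fold change limit, the quasi-likelihood test called 6534 higher in leaf and 5042 higher in root. Leaving out leaf 3, leaf 4, root 2 or root 4 left 646, 0, 7166 and 10475 calls with the filter applied to the other 3 libraries (10850 transcripts at an unadjusted p under 0.05 without leaf 4), and 5541, 2036, 10070 and 12506 with the 47385 transcripts kept.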

Digital abundance analysis identified 10,750 unique transcripts as being significantly different between leaves and roots with two biological replicates where the criteria for FDR was set to 0.001 and fold-change was set to 2^(2) or 4-fold; 6,028 transcripts were up-regulated in leaf and 4,722 transcripts in root. 

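Among the called transcripts, the largest fitted log2 fold change in size was 14.80, for TR3532|c134116_g1_i1. This transcript had 3568 and 4266 counts in the leaf libraries and 0 in both root libraries, and was at least 2140-fold higher in leaf, taking 3 counts over both root libraries in place of 0. The largest in root was 13.96, for TR39931|c142294_g1_i1, with 1527 and 2083 counts in the root libraries and 0 in both leaf libraries, which makes it at least 1460-fold higher in root by the same rule. With 0 counts in a tissue a fitted value depends on the small count that edgeR adds, so the bounds are the firmer values. The smallest log2 fold change of a called transcript was -3.53 in leaf (TR18714|c89790_g1_i1, standard error 0.26) and 3.76 in root (TR2956|c122434_g1_i1, standard error 0.28), above the limit of 2 in size. These 4 transcripts were chosen after their values were seen, as the ends of the range. The lower end depends on the test: the smallest value in size was 2.00, at the limit itself, with edgeR's exact test and with DESeq2, and 2.78 with limma-voom.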

The fold-change ranged from 2 to 14.

In order to identify the active pathways represented in the leaf and root transcriptome of *C*. *majus*, the DEG sequences were used as queries in searches against the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database. A total of 3,379 transcripts (31.43%), 1,828 transcripts being up-regulated in the leaf and 1,507 transcripts up-regulated in the root, were assigned to 354 pathways. These canonical pathways were classified into six categories (Metabolism, Genetic Information Processing, Environmental Information Processing, Cellular Processes, Organismal Systems, and Human Diseases) and 43 sub-categories. Among the pathways, “metabolic pathways” (with 347 transcripts), “biosynthesis of secondary metabolites” (192 transcripts), and “ribosome” (101 transcripts) were the most abundant. Since *C*. *majus* produces a major group of secondary metabolites (especially alkaloids), it was necessary to identify the most active genes involved in the metabolic pathways.

### Genes related to alkaloid biosynthesis pathways

The principal pathway for metabolism of morphinans (codeine and morphine), protoberberines (berberine) and benzophenanthridines (sanguinarine) starts with the formation of (S)-reticuline. Berberine and sanguinarine are found simultaneously in only a few species [52]. The biosynthesis of (S)-reticuline begins with the conversion of tyrosine to dopamine and 4-hydroxyphenylacetaldehyde (4HPAA) [53–54]. Tyrosine/dopa decarboxylase (*TYDC*), which yields tyramine or dopamine, has been isolated from a range of plant species [55–56]. 

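Fig 1 gives 2 transcripts for *TYDC*. TR59161|c174098_g1_i1 had 78 and 100 counts in root 2 and root 4, and 2 and 1 in leaf 3 and leaf 4. After scaling for library size, this is a root to leaf ratio of 72.3 (95% interval 24.3 to 354, which covers counting error only), with an FDR of 0.00143 from edgeR's quasi-likelihood test. TR190071|c90970_g1_i1 stood at 3.14 ± 0.821 normalized CPM in root and 0.370 ± 0.367 in leaf (SD, n = 2 libraries each), a log2 fold change of 3.03 (standard error 0.76, FDR 0.0266 from the same test). Neither passed the FDR of 0.001, while edgeR's exact test called both higher in root. The few counts behind both transcripts limit the precision of these values.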

*TYDC* gene was found to be strongly expressed in root (Fig 1), displaying different expression patterns in different organs. Previous studies have shown that *TYDC*s are regulated by multiple factors and are differentially expressed in response to elicitor treatments [57–59].

**Fig 1:**
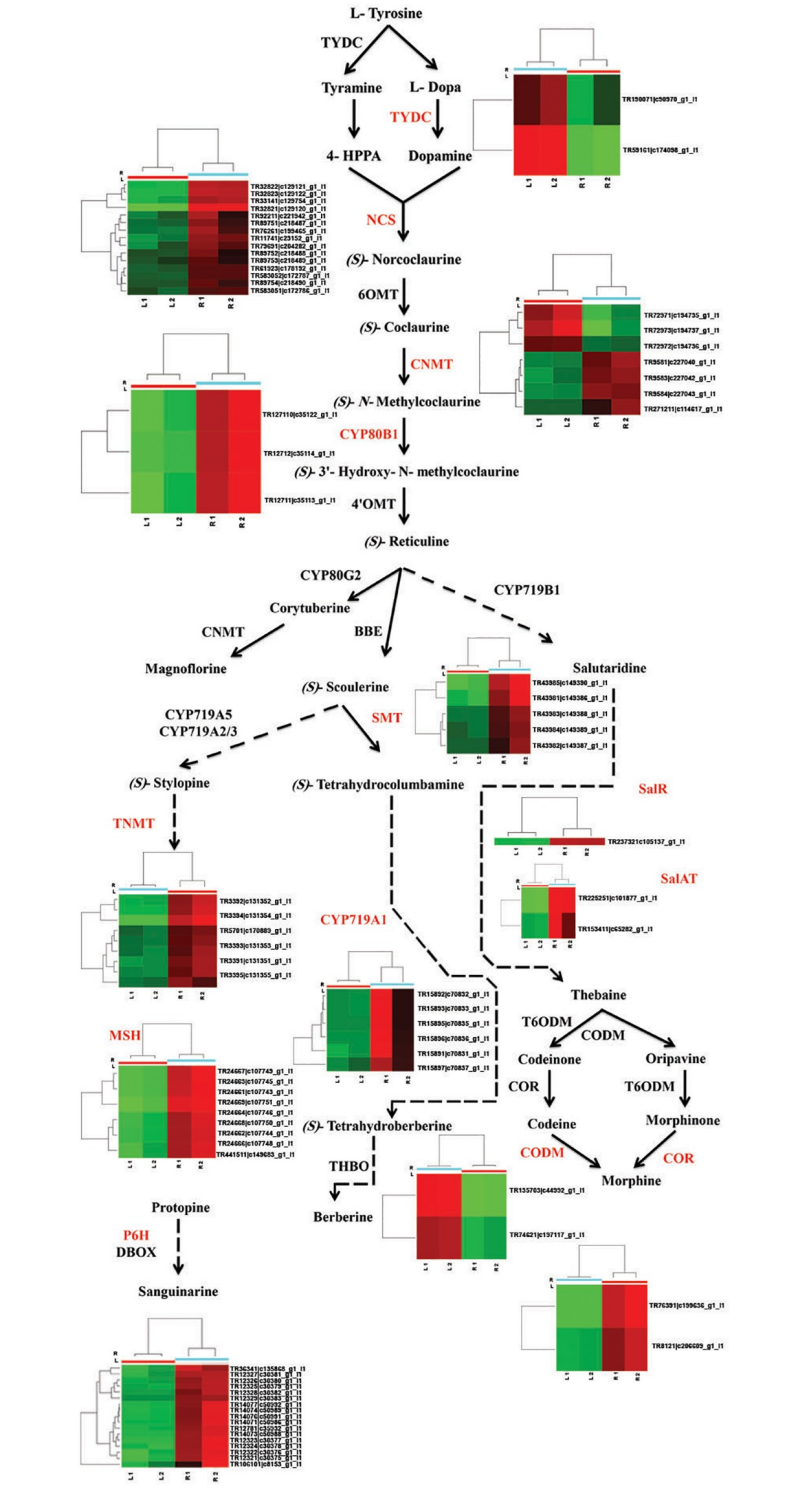
Schematic representation of the benzylisoquinoline alkaloid biosynthesis pathway and expression of the genes for pathway enzymes in *Chelidonium majus*.

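The heat maps of Fig 1 name 77 transcripts of 13 enzymes, and all 77 identifiers were found in the table of counts. Of the 77 transcripts, 63 had a higher estimate in root and 14 in leaf. By the numbering of their identifiers, many of the 77 share an assembly component, that is contigs assembled together. They are therefore not 77 separate observations. The quasi-likelihood test called 11 higher in root, 3 given for *NCS* and 8 given for *P6H*, and 4 higher in leaf, all given for *MSH*. All 77 had an FDR under 0.05 from the same test, the highest being 0.0266. Adjusted over the list alone, 40 were called higher in root and 11 higher in leaf, and by edgeR's exact test adjusted over all transcripts 63 and 14. With library totals in place of TMM, the quasi-likelihood test called 3 higher in root and 3 higher in leaf. Leaving out leaf 3, leaf 4, root 2 or root 4 left 9, 0, 23 and 31 called higher in root and 1, 0, 14 and 13 higher in leaf with the filter applied to the other 3 libraries (without leaf 4, all 68 that were tested had an unadjusted p under 0.05). With the tested transcripts kept, a version chosen after these values were seen, it left 31, 17, 54 and 60 in root and 12, 8, 14 and 14 in leaf. The list was chosen by the study on these same libraries and is not independent evidence of a direction. The paper does not say whether the transcripts were chosen for a difference between tissues. The exact test called all 77, against 10909 of the 47385 tested transcripts, which argues against a choice made without regard to such a difference. For a list chosen for a difference, an FDR adjusted over the list alone does not limit false calls, and calls by the exact test add no support.

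**Figure D1:**
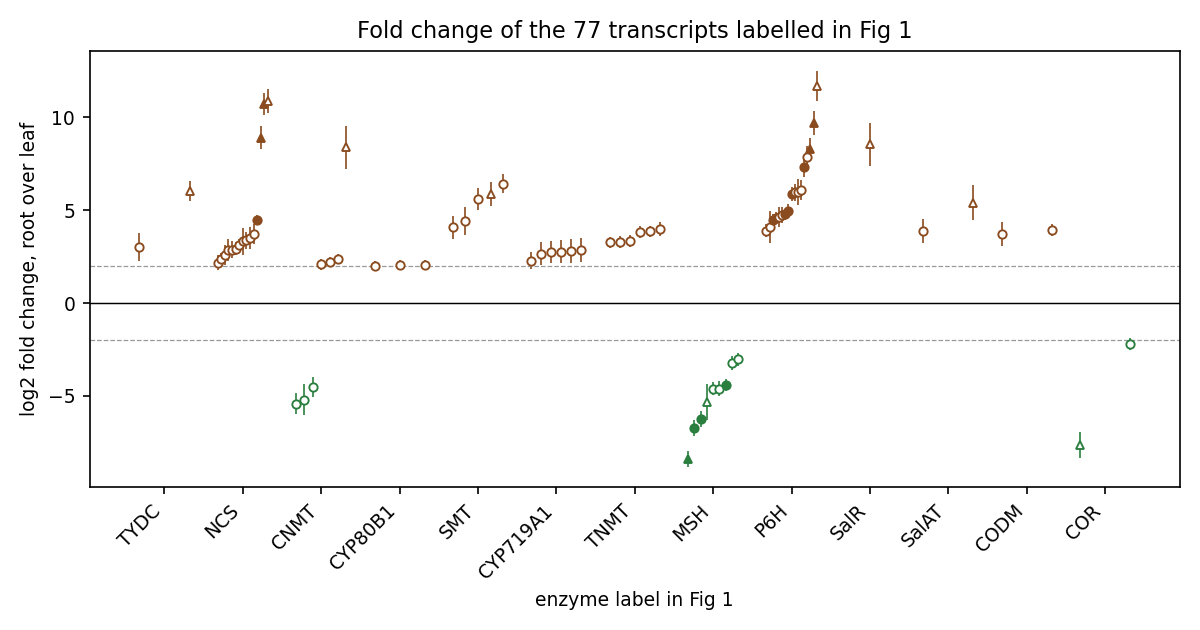
Log2 fold change (root minus leaf) of the 77 transcripts named in Fig 1, grouped by enzyme, with bars of 1 standard error from edgeR's quasi-likelihood fit. Filled symbols are called transcripts, triangles have at most 3 counts in 1 tissue, where the fitted value depends on the count that edgeR adds, and dashed lines mark the limit of 2 in size. The 14 transcripts below 0 are those given for *MSH* and *COR* and 3 of the 7 given for *CNMT*.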

Norcoclaurine synthase (*NCS*) yields (S)-norcoclaurine through the condensation of 4-HPAA and dopamine. The *NCS* gene sequence was initially isolated from meadow rue (*Thalictrum flavum*) [54] and then from opium poppy [60]. 

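All 15 transcripts given for *NCS*, the enzyme of the first committed step of this pathway, had a higher estimate in root, with log2 fold changes from 2.17 upwards. Called higher in root were 3 of them: TR33141|c129754_g1_i1, TR32821|c129120_g1_i1 and TR32822|c129121_g1_i1. The most abundant, TR33141|c129754_g1_i1, stood at 72.3 ± 1.27 normalized CPM in root and 3.23 ± 0.355 in leaf (SD, n = 2 libraries each), with a log2 fold change of 4.48 (standard error 0.29, FDR 0.000879 from edgeR's quasi-likelihood test). TR32821|c129120_g1_i1 had 794 and 961 counts in the root libraries and 0 and 1 in the leaf libraries, a root to leaf ratio of 2139 with a 95% counting interval from 383 to 84520. TR11741|c23152_g1_i1, the next in abundance, was at 62.9 ± 15.2 in root and 7.14 ± 0.648 in leaf, a log2 fold change of 3.14 (standard error 0.31, FDR 0.00178), and was not called. TR32823|c129122_g1_i1 had 205 and 214 counts in root and 0 in both leaf libraries, which is at least 172-fold higher in root. It missed the FDR of 0.001 (0.00114). Adjusted over the list alone, 7 of the 15 were called higher in root. With library totals in place of TMM, TR33141|c129754_g1_i1 lost its call (FDR 0.00106 by the quasi-likelihood test).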

In our study, the expression of *NCS* was significantly higher in root than in leaves, which is consistent with the results of previous studies, although *NCS*-specific mRNA has been detected in flower buds and germinating seeds [61–62]. Coclaurine N-methyltransferase (*CNMT*), which is expressed in roots, stems, flower buds, and at lower levels in leaves [63] is an N-methyltransferase which converts (S)-Coclaurine to (S)-N-methylcoclaurine [64]. In this study, gene-specific transcripts of *CNMT* were detected in both tissues. 

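The 7 transcripts given for *CNMT* ran both ways. TR9583|c227042_g1_i1, the most abundant, stood at 181 ± 5.35 normalized CPM in root and 42.6 ± 3.62 in leaf (SD, n = 2 libraries each), a log2 fold change of 2.09 (standard error 0.28, FDR 0.00441 from edgeR's quasi-likelihood test). TR9581|c227040_g1_i1 was at 37.5 ± 5.17 in root and 8.00 ± 0.563 in leaf. For 3 transcripts the estimate was higher in leaf, led by TR72971|c194735_g1_i1 with 18.3 ± 3.91 in leaf and 0.769 ± 0.586 in root, a log2 fold change of -4.52 (standard error 0.55, FDR 0.00315). TR271211|c114617_g1_i1 had 22 and 56 counts in the root libraries and 0 in both leaf libraries, at least 30.5-fold higher in root. None of the 7 was called by the quasi-likelihood test, with all 7 at an FDR under 0.05. Adjusted over the list alone, 3 were called higher in root and 2 higher in leaf, and the exact test called 4 and 3.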

(S)-N-methylcoclaurine 3′-hydroxylase (CYP80B1) is a P450 hydroxylase [65]. Three transcripts related to CYP80B1 showed high levels of expression in rootManuscript, which is consistent with previously published results [66]. 

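The 3 transcripts had nearly the same level. TR12711|c35113_g1_i1 stood at 38.0 ± 2.51 normalized CPM in root and 9.14 ± 1.37 in leaf, and TR127110|c35122_g1_i1 at 37.6 ± 1.87 and 9.28 ± 0.777 (SD, n = 2 libraries each). Their log2 fold changes were 2.05 (standard error 0.26, FDR 0.00360) and 2.02 (standard error 0.25, FDR 0.00323) from edgeR's quasi-likelihood test. In the third, TR12712|c35114_g1_i1, it was 2.06. No transcript of the 3 passed the FDR of 0.001 over all tested transcripts. Adjusted over the list alone all 3 were called higher in root, with fold changes just above the limit of 4, and the exact test also called 3. With library totals in place of TMM the log2 fold changes were 1.95, 1.91 and 1.96 in the order given, below the limit of 2, so that none of the 3 is called under that scaling (FDR from 0.0127 to 0.0153 by the quasi-likelihood test).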

We detected three, two, and four genes in the sanguinarine, berberine, and morphine pathways, respectively. 

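In Fig 1 the sanguinarine pathway is given by 32 transcripts of *TNMT*, *MSH* and *P6H*, the berberine pathway by 11 transcripts of *SMT* and *CYP719A1*, and the morphine pathway by 7 transcripts of *SalR*, *SalAT*, *CODM* and *COR*. In both root libraries, 26 of the 32, all 11 and 6 of the 7 stood over 1 normalized CPM, and in both leaf libraries 16, 6 and 3 did. The 4 steps towards (S)-reticuline, *TYDC*, *NCS*, *CNMT* and *CYP80B1*, are given by 27 transcripts, of which 24 stood over 1 normalized CPM in both root libraries and 13 in both leaf libraries. Of the berberine pathway, *SMT* had no transcript over this level in both leaf libraries and *CYP719A1* had all 6. Of the 17 transcripts of *P6H*, 1 passed it in both leaf libraries and 17 in both root libraries. The level of 1 normalized CPM describes these libraries and is not a test of expression.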

In the sanguinarine pathway, the gene for tetrahydroprotoberberine *cis*-N-methyltransferase (*TNMT*), which converts (S)-stylopine to (S)-*cis*-N-methylstylopine, showed higher expression levels in leave as compared to root, but the methylstylopine hydroxylase (*MSH*) and protopine 6-hydroxylase (*P6*H) genes had higher expression levels in root. 

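The 6 transcripts labelled *TNMT* in Fig 1 had higher estimates in root. TR5701|c170889_g1_i1, the most abundant, stood at 709 ± 0.295 normalized CPM in root and 44.1 ± 2.31 in leaf (SD, n = 2 libraries each), a log2 fold change of 4.01 (standard error 0.38, FDR 0.00157 from edgeR's quasi-likelihood test). TR3393|c131353_g1_i1 was at 218 ± 31.7 in root and 21.7 ± 0.820 in leaf, with a log2 fold change of 3.33. None of the 6 was called by the quasi-likelihood test, all 6 lying at FDR values from 0.00109 to 0.00175. Adjusted over the list alone all 6 were called higher in root, as they were over all transcripts by edgeR's exact test, DESeq2 and limma-voom. The 9 transcripts labelled *MSH* had higher estimates in leaf, and 4 of them were called higher in leaf: TR24661|c107743_g1_i1, TR24662|c107744_g1_i1, TR24663|c107745_g1_i1 and TR24667|c107749_g1_i1. TR24662|c107744_g1_i1 stood at 26.9 ± 2.86 in leaf and 1.24 ± 0.243 in root (log2 fold change -4.42, standard error 0.31, FDR 0.000911). TR24661|c107743_g1_i1 had 383 and 537 counts in the leaf libraries and 1 in each root library, a leaf to root ratio of 378 with a 95% counting interval from 104 to 3122. Of the 17 transcripts given for *P6H*, 8 were called higher in root, and the estimates of all 17 were higher there. With library totals in place of TMM, 1 of the 17 was called, and TR12323|c30377_g1_i1 of *P6H* and TR24662|c107744_g1_i1 and TR24667|c107749_g1_i1 labelled *MSH* lost their calls (FDR 0.00139, 0.00168 and 0.00119 by the quasi-likelihood test) at log2 fold changes of 5.84, -4.52 and -6.34. TR24666|c107748_g1_i1 labelled *MSH* gained a call there (log2 fold change -4.80, FDR 0.000875), so that 3 of the 9 were called. TR12323|c30377_g1_i1 was at 38.2 ± 12.7 in root and 0.646 ± 0.0237 in leaf, with a log2 fold change of 5.87 (standard error 0.40, FDR 0.000901). TR12781|c35932_g1_i1, with the highest counts of the 17, was at 110 ± 27.1 in root and 7.32 ± 0.354 in leaf (log2 fold change 3.90, standard error 0.33, FDR 0.00124) and was not called. Names follow the labels printed beside the heat maps. The heat map of *TNMT* has 9 rows beside 6 labels and that of *MSH* has 6 rows beside 9 labels. By the coloured bar above them, the 9 rows are higher in leaf and the 6 rows higher in root, as the paper's text states. The column labels of *TNMT* name the opposite tissue to its bar.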

MSH and P6H both belong to the P450 enzyme family [67]. Most previous studies showed that *TNMT*, *MSH*, and *P6H* are highly expressed in root, with the lowest expression levels detected in leave, fruits, or bulb initiation [68]. However, Liscombe and Facchini (2007) measured the highest levels of *TNMT* activity in the stem and leaf tissues of opium poppy, with lower levels in roots and flower buds, which is consistent with our results [69]. 

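The berberine pathway was measured through (S)-scoulerine-9-O-methyltransferase (*SMT*) and (S)-canadine synthase (*CYP719A1*), and the morphine pathway through *SalR*, *SalAT*, *CODM* and *COR*. All 5 transcripts given for *SMT* had higher estimates in root, as in TR43985|c149390_g1_i1 with 16.1 ± 4.93 normalized CPM in root and 0.176 ± 0.0930 in leaf (SD, n = 2 libraries each), a log2 fold change of 6.43 (standard error 0.50, FDR 0.00107 from edgeR's quasi-likelihood test). TR43981|c149386_g1_i1 was at 15.6 ± 6.08 in root and 0.321 ± 0.249 in leaf. For *CYP719A1*, all 6 transcripts had higher estimates in root, and the root libraries differed: TR15891|c70831_g1_i1 had 1238 counts in root 2 and 432 in root 4, against 135 and 165 in leaf, a log2 fold change of 2.86 (standard error 0.63, FDR 0.0181). TR15896|c70836_g1_i1 had a log2 fold change of 2.74 (standard error 0.61, FDR 0.0183). The 1 transcript of *SalR*, TR237321|c105137_g1_i1, had 50 and 31 counts in root 2 and root 4 and 0 in both leaf libraries, at least 34.3-fold higher in root. Of the 2 transcripts of *SalAT*, TR153411|c65282_g1_i1 was at 4.19 ± 1.10 in root and 0.273 ± 0.230 in leaf, and TR225251|c101877_g1_i1 had 40 and 78 counts in root against 3 and 0 in leaf, a ratio of 47.9 with a 95% counting interval from 16.0 to 236. For *CODM*, TR74621|c197117_g1_i1 stood at 51.6 ± 10.2 in root and 3.36 ± 0.307 in leaf (log2 fold change 3.93, standard error 0.30, FDR 0.00105), and TR135703|c44992_g1_i1 at 4.23 ± 1.36 and 0.321 ± 0.249. Both transcripts of *COR* had higher estimates in leaf. TR8121|c206609_g1_i1 stood at 345 ± 21.0 in leaf and 75.2 ± 15.1 in root, with a log2 fold change of -2.20 (standard error 0.34, FDR 0.00610). TR76391|c199636_g1_i1 had 125 and 172 counts in the leaf libraries and 0 and 1 in the root libraries, a leaf to root ratio of 244 with a 95% counting interval from 43.4 to 9659. None of these 18 transcripts passed the FDR of 0.001 over all tested transcripts. The exact test called 16 higher in root and the 2 of *COR* higher in leaf.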

In the berberine pathway, genes for (S)-scoulerine-9-O-methyltransferase (SMT) [70] and (S)-canadine synthase (CYP719A1) [71] were both up-regulated in root, but of four genes detected in the morphine pathway, three, including those for salutaridine reductase (SalR), salutaridinol 7-O-acetyltransferase (SalAT), and codeine O-demethylase (CODM), were up-regulated in root while transcription of the codeinone reductase (COR) gene was up-regulated in leaf. COR appears twice in the codeine and morphine pathway; (1) it catalyzes the NADPH-dependent reduction of codeinone to codeine [72], and (2) it is involved in the conversion of morphinone to morphine [73].

### Functional annotation and GO classification

Gene annotation is one of the most important parts of transcriptome analysis, because it enables us to interpret the content of transcriptome assembly. A total of 97,275 (41.8%) and 196,640 sequences (84.5%) gave significant hits against the Swiss-Prot database using BLASTx and BLASTp searches, respectively. Furthermore, 14,894 unique Pfam protein motifs were assigned and 8,805 transcripts were predicted to encode proteins with signal peptides. Of the transcripts that returned BLASTx hits, 110,757 were associated with a total of 853,310 Gene Ontology (GO) terms. Of these annotated transcripts, 5,609 had only a single GO term. Fig 2 summarizes the percentage of genes belonging to the top 10 categories in the “biological process”, “cellular component”, and “molecular function” GO domains. Among the three main domains, “cellular component” was the most highly represented, and within this category most of the genes belonged to the “cell” class, followed by the “cell part” and “intracellular” classes. In the case of the “biological process” domain, the most abundant categories were “cellular process” and “metabolic process”, and for the “molecular function” domain, the predominant categories were “binding” and “catalytic activity”. The GO term abundance results are similar to those from a large number of transcriptome studies that have been reported for other non-model and medicinal plants, such as saffron [74], gardenia [75], safflower [76], and chrysanthemum [77]; however, compared to a previous study on *C*. *majus* [18], the distribution of genes in the three main ontologies was different. The most noticeable difference was observed in the distribution of genes in “molecular function” GO domain. Possible reasons for the discrepancies between our study and that of Nawrot et al. (2016) could include variations in the structure of the cDNA libraries and/or the number of sequences used to retrieve GO terms [18].

**Fig 2:**
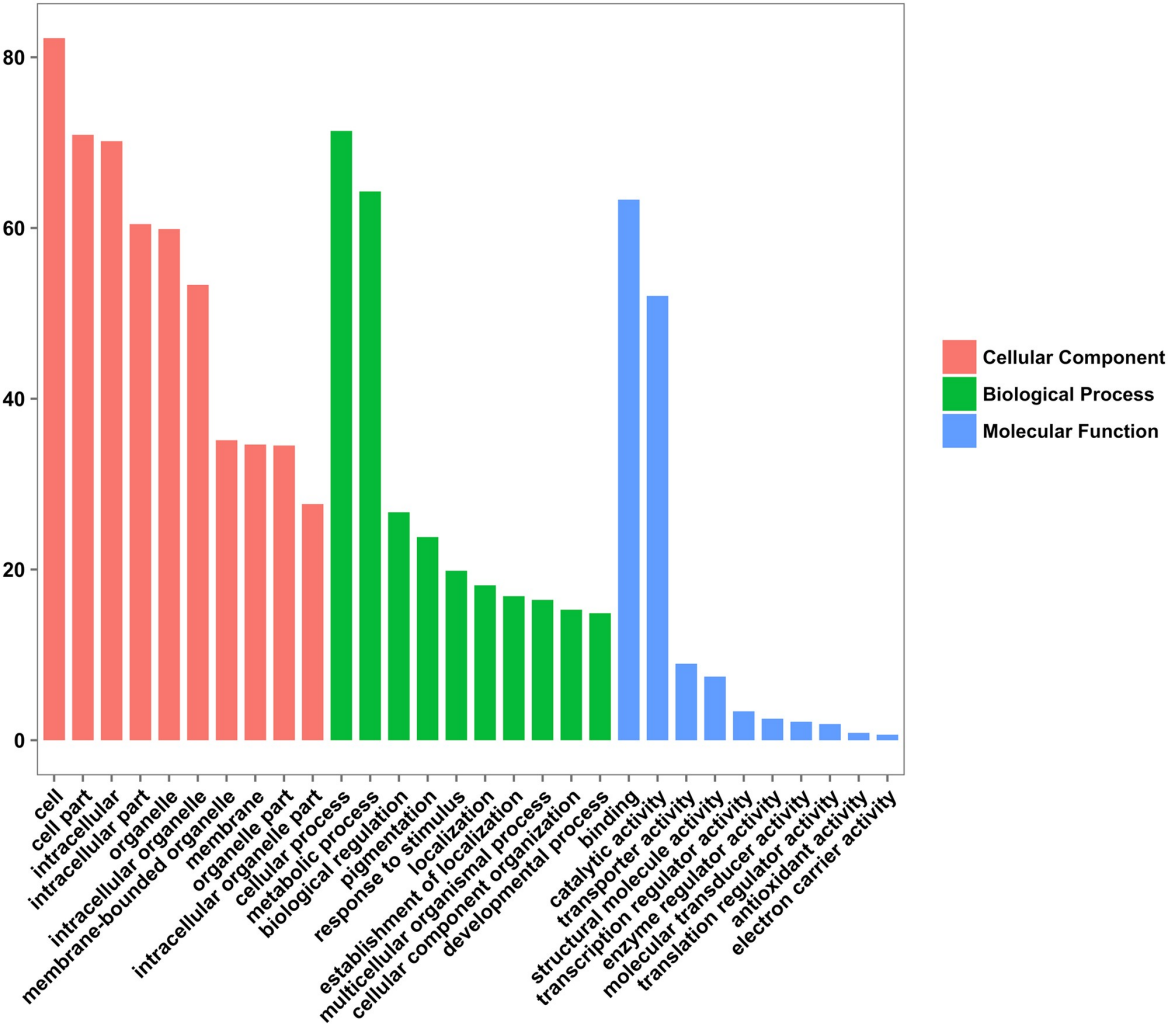
GO classification of genes expressed in *Chelidonium majus*. The bar chart shows the percentage of genes (Y-axis) belonging to the top 10 categories (X-axis) in the “cellular component”, “biological process”, and “molecular function” GO domains.

### Identification and analysis of transcription factor genes

Transcription factors (TFs) play multiple key roles in plants by controlling the synthesis of bioactive components, especially secondary metabolism and regulation of gene expression through DNA-binding and cis-acting elements [78–79]. Here, a total of 69,971 putative TF encoding transcripts were identified and further classified into 64 different families in the *C*. *majus* transcriptome. Among the transcription factor families, bHLH was the most highly represented, with 7,736 transcripts (11.06%), followed by NAC (4,992; 7.13%), MYB-related (4,545; 6.50%), ERF (4,003; 5.72%), C2H2 (3,300; 4.72%), and WRKY (3,077; 4.40%) (Fig 3).

**Fig 3:**
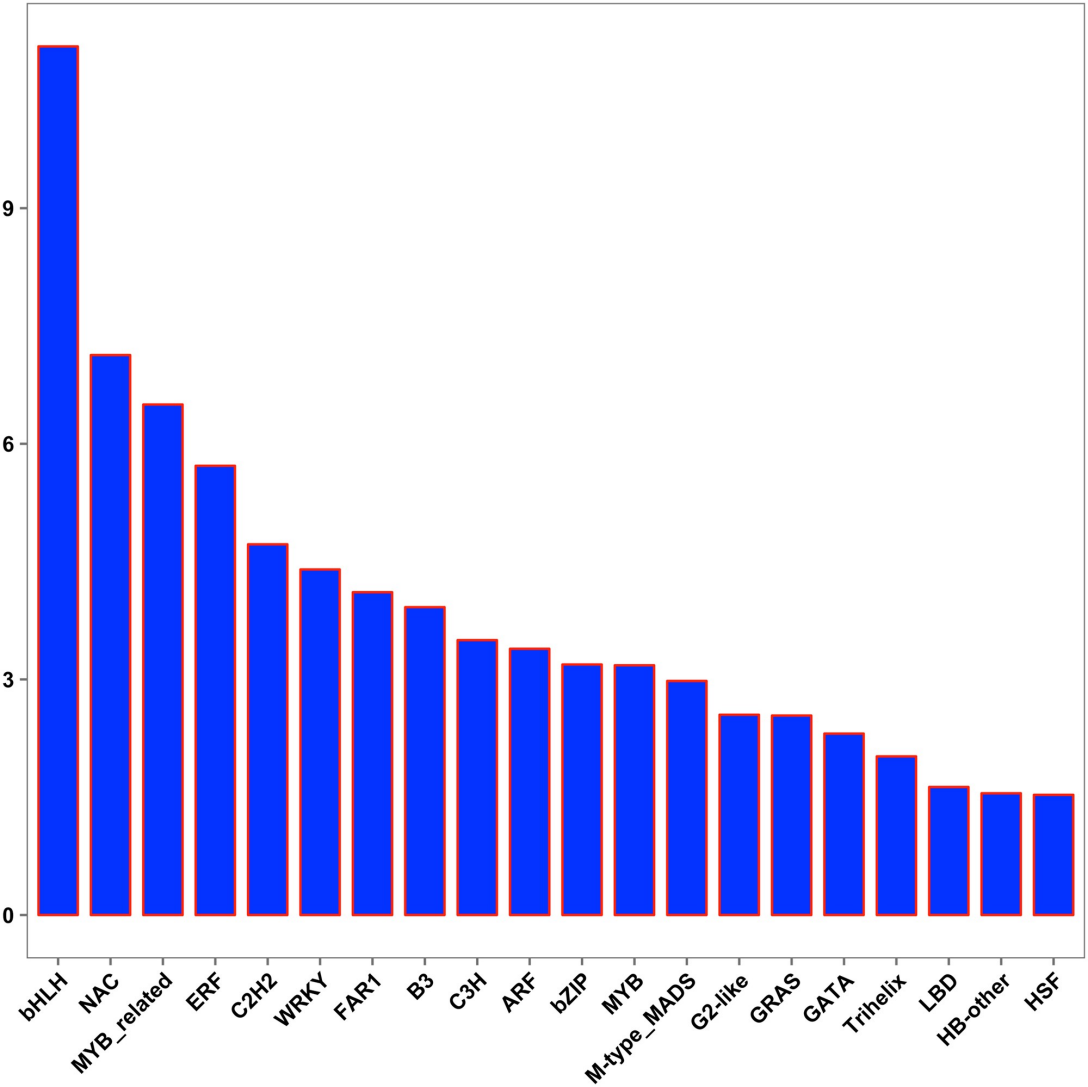
Percentages of *Chelidonium majus* transcripts (Y-axis) representing the top transcription factor families (X-axis) identified in this study.

Previous studies have demonstrated that the bHLH TFs could play major roles not only in the developmental processes including control of cell proliferation [80] and formation of trichome and light signal transduction [81], but also in the regulation of the expression of many genes which participate in the biosynthesis of plant secondary metabolites such as flavonoids and alkaloids [82]. In addition to bHLH, other TF families such as WRKY, MYB, and C2H2 are involved in secondary metabolism pathways. Two transcription factors, CjWRKY1, a WRKY-type TF [83] and CjbHLH1, a basic helix-loop-helix TF [84] have been identified in the alkaloid pathway to independently regulate berberine biosynthesis. CjWRKY1 is the first transcription factor which has been characterized to play a positive role in berberine synthesis in *Coptis japonica* [83]. CjbHLH1 is a non-MYC2-type bHLH TF, and two homologs, EcbHLH1-1 and EcbHLH1-2, that are associated with the regulation of sanguinarine synthesis, have been identified in the California poppy, *Eschscholiza californica* [85]. The ERF subfamily, which belongs to the AP2/ERF family, have only a single AP2/ERF domain, and are known to be involved in dehydration or ethylene responses [86]. ERF189 and ERF221/ORC1 in *N*. *tabacum* and ORCA2 and ORCA3 in *C*. *roseus* are members of the AP2/ERF TF family that have been identified as being involved in alkaloid biosynthesis [87]. MYB transcription factors control diverse biological processes such as the regulation of primary/secondary metabolism and hormone syntheses [88–90], whereas NAC family members participate in regulating plant growth and developmental processes [91–93].

### EST-SSR frequency and distribution

EST-SSRs have been extensively used in the study of genetic variation, evolutionary relationships, linkage mapping, and genotyping due to their abundance, high polymorphic information content, good reproducibility, and relative ease of use. At present, there are no studies addressing the genetic diversity and classification of *C*. *majus* germplasm resources based on EST-SSR markers, because have not been identified so far. In this study, for the first time, large-scale transcriptome sequencing was used to identify expressed sequence tag simple sequence repeats (EST-SSR) markers. To develop new markers for *C*. *majus*, all of the 232,701 transcripts generated by BinPacker were screened to find potential microsatellite motifs using the MISA search tool. Due to both sequencing and assembly errors, mononucleotide repeats may not be reliable, so we excluded them from further analyses. A total of 39,841 EST-SSRs (2–6 nt) were identified in 45,277 (19.45%) transcripts (Fig 4), and 15,293 sequences were found to contain more than one EST-SSR motif. The dinucleotide repeat motifs were the most abundant (21,887 or 54.94%), followed by trinucleotide repeats (17,180 or 43.12%), and only 540 (1.38%), 64 (0.16%), and 160 (0.40%) of the identified EST-SSRs harbored predominately tetra-, penta-, and hexanucleotide repeat motifs respectively. Within EST-SSR data sets, dinucleotide repeat frequencies are usually higher than trinucleotide repeat frequencies. This is supported by studies on medicinal plants such as *Andrographis paniculata* [94], *Ginkgo biloba* L. [95], *Gleditsia sinensis* [96], *Crocus sativus* [74], *Boea clarkeana* [97], *Phyllanthus amarus* [98], and *Cinnamomum longepaniculatum* [99]. However, the tri-nucleotide repeats are more frequent than di-nucleotide repeats in some other medicinal plants such as *Mucuna pruriens* [100] and *Epimedium sagittatum* [101]. These distribution frequencies vary with respect to the different plant species, the employed datasets, and the tools and standards used for EST-SSR searches and identification.

**Fig 4:**
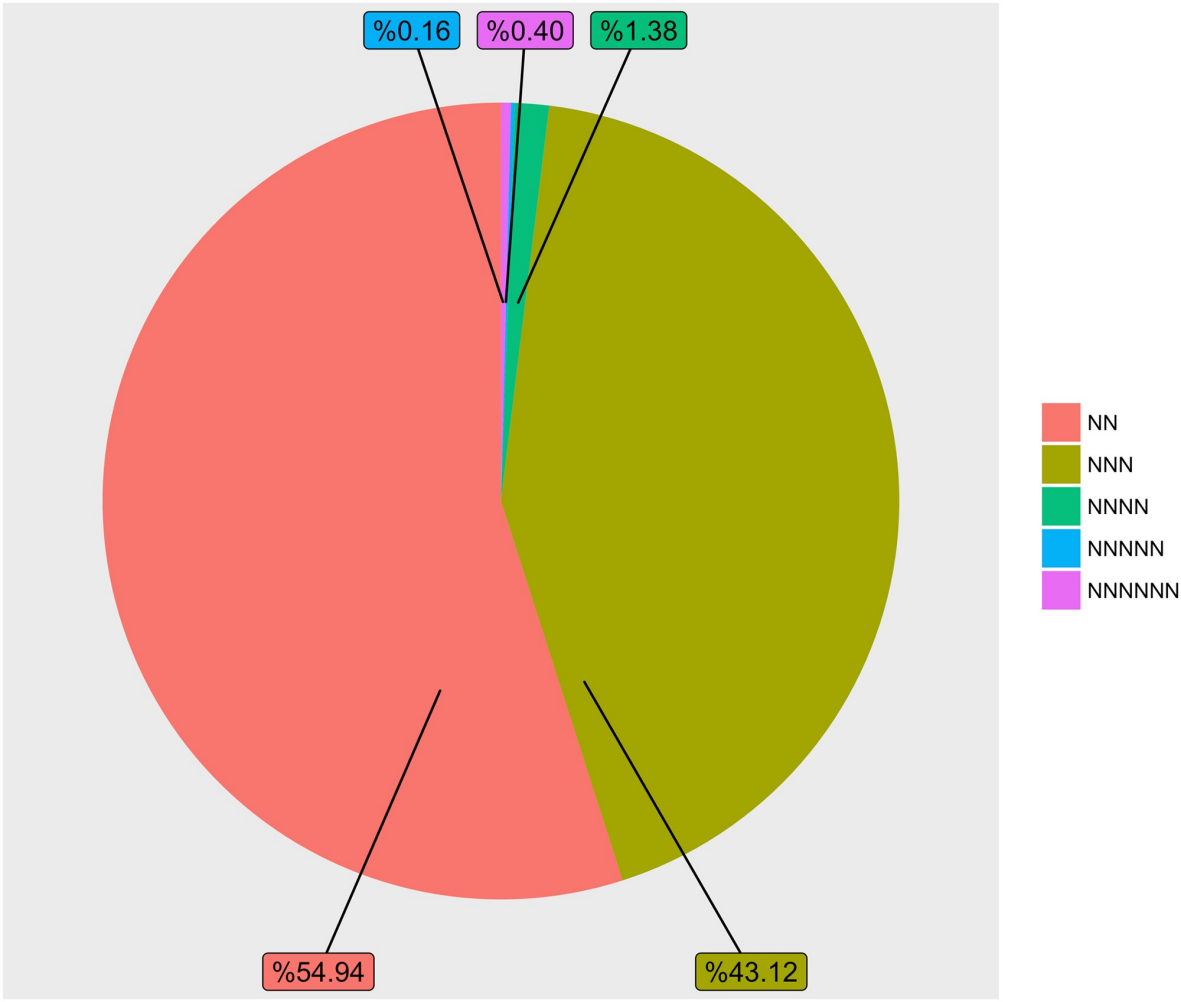
Expressed sequence tag simple sequence repeatss (SSRs) identified in the *Chelidonium majus* transcriptome. Distribution of SSRs in different length classes.

Among the dinucleotide repeat motifs, we found that AG/CT was the most common (48.05%) in *C*. *majus*, and this is the case for plants in general [102]. The presence of CT repeat sequences in 5′-UTRs is probably related to reverse transcription and has a significant role in gene regulation. Of the trinucleotide repeats, AAG/CTT was the most frequent motif (12.89%) in *C*. *majus*, followed by ACC/GGT (6.94%) (Fig 5). The (AAG/CTT)n repeats and their complements are the most common tri-nucleotide repeat motifs in plants [103]. We succeeded in identifying several novel EST-SSRs which were linked to unigenes that putatively encode enzymes involved in morphine and sanguinarine biosynthesis. Finally we designed high-quality primers to amplify these potential EST-SSR loci (Table 2). Our findings will enrich the molecular marker resources and help spearhead molecular genetic research on *C*. *majus*.

**Fig 5:**
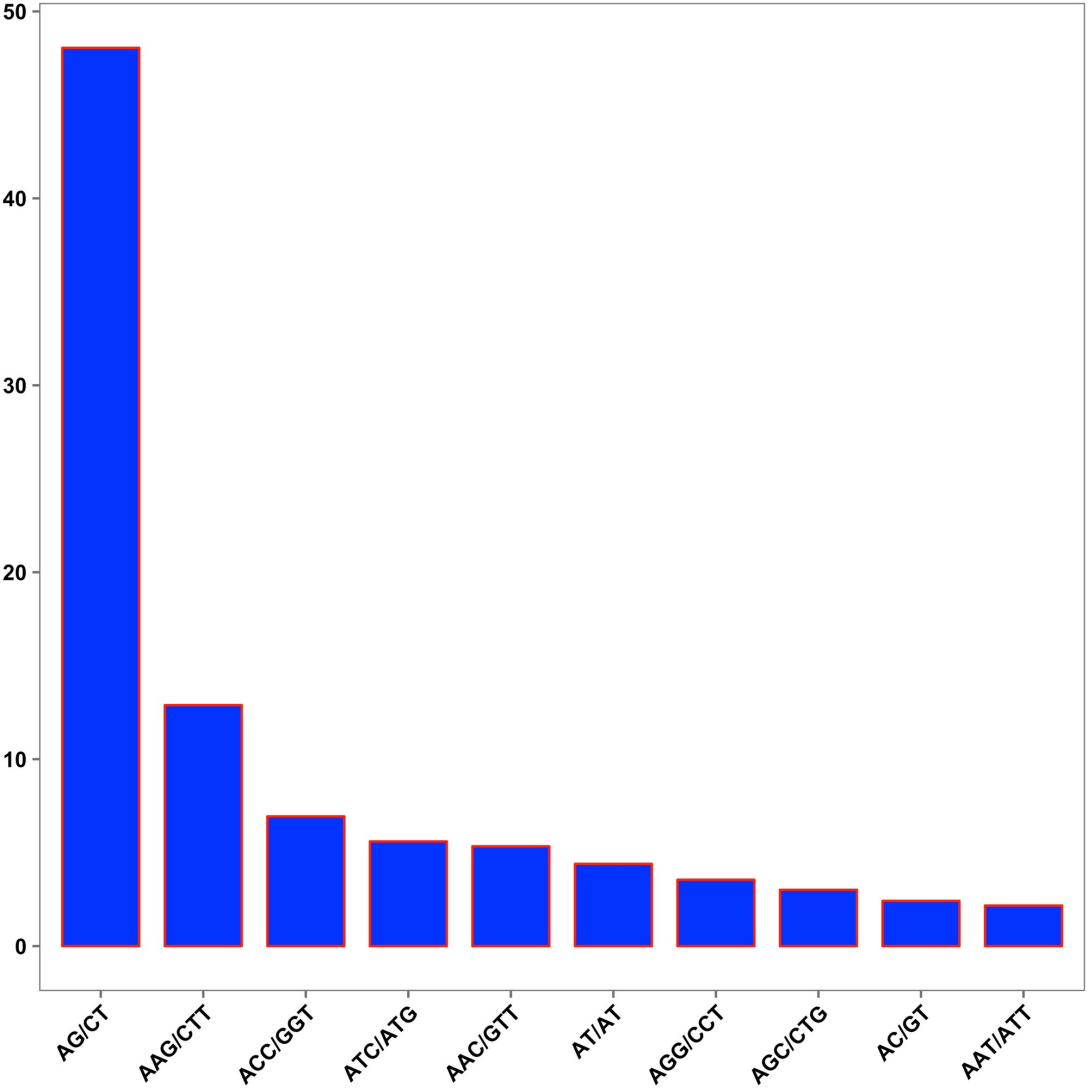
Expressed sequence tag simple sequence repeatss (SSRs) identified in the *Chelidonium majus* transcriptome. The y-axis indicates frequencies of the 10 most abundant SSRs motifs. The x-axis indicates 10 groups of SSRs motifs.

**Table 2:** Identification of SSR motifs in putative morphine and sanguinarine biosynthesis genes.

ID	SSR	Forward Primer (5'-3')	Tm(°C)	size	Reverse Primer (5'-3')	Tm(°C)	size	PS (bp)**
S-norcoclaurine(NCS)	(AAG)5	AAGAAACCTGCAGCAGAGGA	60.134	20	TCTTGTAGGTCTCGACGTTCTTC	59.936	23	157
S-norcoclaurine(NCS)	(TA)8	CCTGAGGTGGGTGTCAAGAT	59.962	20	CGTGGTAGTAGAAGATCCAATTAAA	57.965	25	214
Salutaridinol 7-O-acetyltransferase(SalAT)	(TCA)5	CATCAGTGTCGGTGTTGTCC	60.005	20	TGGAGGAATTGGTGGGTAAA	60.162	20	189
Salutaridinol 7-O-acetyltransferase(SalAT)	(ACA)5	GCAGTTGCGCTTGAATATGA	59.983	20	GAAGACGACGATGATGACCA	59.637	20	227
(S)-tetrahydroprotoberberine(TNMT)	(CT)8	CTTCCTCCCATCACCCACTA	59.92	20	CCTCTCCCATTGATGCCTAA	60.029	20	256
(S)-tetrahydroprotoberberine(TNMT)	(GAC)5	CGACGGAGGATGAGTTGATT	60.073	20	CCAGACGTTGTAGTCCGGTT	60.028	20	238
(S)-tetrahydroprotoberberine(TNMT)	(GGT)5	CCGGACTACAACGTCTGGAT	59.989	20	GGTTTTCTTTCTGCCGATGA	60.192	20	118
(S)-tetrahydroprotoberberine(TNMT)	(AT)7	CACAATTAGGCCCACATCAA	59.395	20	GCCTTGCATGAATATGCTGA	59.799	20	203
Methyltetrahydroprotoberberine 14-monooxygenase (MSH)	(AT)6	ACACCAACCAAAGCAAAAGC	60.154	20	GGAGGTGCAAAGGTTGACAT	59.973	20	219
NADPH-dependent codeinone reductase(COR)	(AG)8	TTCCCATTAGGCAACAATCC	59.762	20	TTGGCATCTCCCTACCTGAG	60.21	20	226

** PS: PRODUCT1 size,

### Discovery of miRNAs

A high stringency filtering approach on BLAST results identified a total of 104 potential miRNAs belonging to 108 sequences that were retained for secondary structure analysis. After filtering based on secondary structure, nine folded miRNA precursors were predicted from nine different families for the first time in *C*. *majus* (Table 3). In this study, the identified precursors had high MFEI values (0.71–0.83) with an average of 0.76, which is higher than that of rRNAs (0.59), tRNAs (0.64) or mRNAs (0.62–0.66) [40].

**Table 3:** High-probability miRNAs proposed for *Chelidonium majus*.

miRNA family	miRNA ID	Mature sequence	Mismatch	ΔG = -kcal/mol	MFEI
mir477	mes-miR477h	ACUCUCCCUCAAGGGCUUCAG	4	82.6	0.77
mir319	ath-miR319a	UUGGACUGAAGGGAGCUCCCU	2	116.2	0.83
mir396	cca-miR396c	UUCAAGAAAGCUGUGGGAAAA	1	117.3	0.77
mir159	pde-miR159	UUUGGUUUGAAGGGAGCUCUA	4	116.5	0.74
mir828	vvi-miR828a	UCUUGCUCAAAUGAGUAUUCCA	3	102	0.71
mir171	ctr-miR171	UUGAGCCGCGUCAAUAUCUCC	1	125.80	0.73
mir167	ath-miR167d	UGAAGCUGCCAGCAUGAUCUGG	2	105.60	0.71
mir4376	sly-miR4376	ACGCAGGAGAGAUGAUGCUGGA	5	109.6	0.81
mir169	gma-miR169d	UGAGCCAAGGAUGACUUGCCGGU	4	98.1	0.77

MFEI: Minimal folding free energy index.

Most mature miRNAs are evolutionarily conserved between species within the plant kingdom, some of which have a large number of potential targets. Of these, miR319 regulates transcription factors belonging to the TCP family which regulate plant developmental processes such as leaf morphogenesis in *Arabidopsis* [104]. miR396 is necessary for normal development in *Arabidopsis*, and regulates the Growth-Regulating Factor (GRF) family of transcription factors. GRFs are known to control cell proliferation in *Arabidopsis* leaves [105]. miR159 has a very similar sequence to miR319 but regulates different genes [106]. miR828 appears to target transcription factor genes for DNA binding domain-containing proteins such as CONSTANS-like 5 related cluster protein and zinc finger protein-B box [107]. Most studies have shown that the miR171 family negatively regulates (decreases) primary root elongation and shoot branching by targeting GRAS gene family members [108]. Auxin Response Factors (ARFs), proteins that play important roles in plant growth and development, have been reported to be targets of the miR167 family in *Oryza sativa* [109]. miR169 is mostly expressed in the roots and regulates CCAAT motif-binding transcription factors [107].

### Construction of orthogroups across multiple species of Papaveracea

To facilitate comparative studies and to demonstrate the utility of transcriptome assemblies for phylogenetic analysis, candidate coding regions generated by TransDecoder from transcriptome assemblies of seven species were compared with potential proteins based on ORF predictions in the *C*. *majus* transcriptome using OrthoFinder. The number of shared orthogroups between each pair of species ranged from 10,925 (between *Eschscholzia californica* and *Papaver bracteatum*) to 15,498 (between *C*. *majus* and *Argemone mexicana*). A total of 8,483 orthogroups were identified among all species present, and there were 59 single-gene orthogroups in our species comparison. The family Papaveraceae is divided into four subfamilies based on critical details of the morphological traits [110]. In this study, with the exception of *Corydalis cheilanthifolia*, which belongs to the Fumarioideae subfamily, all other species belong to the Papaveroideae subfamily. The species tree strongly supports genetic relationship between *C*. *majus* and *S*. *diphyllum* (Fig 6). This tree suggests that *C*. *majus* and *S*. *diphyllum* are the most divergent from *C*. *cheilanthifolia* in the Fumarioideae subfamily.

**Fig 6:**
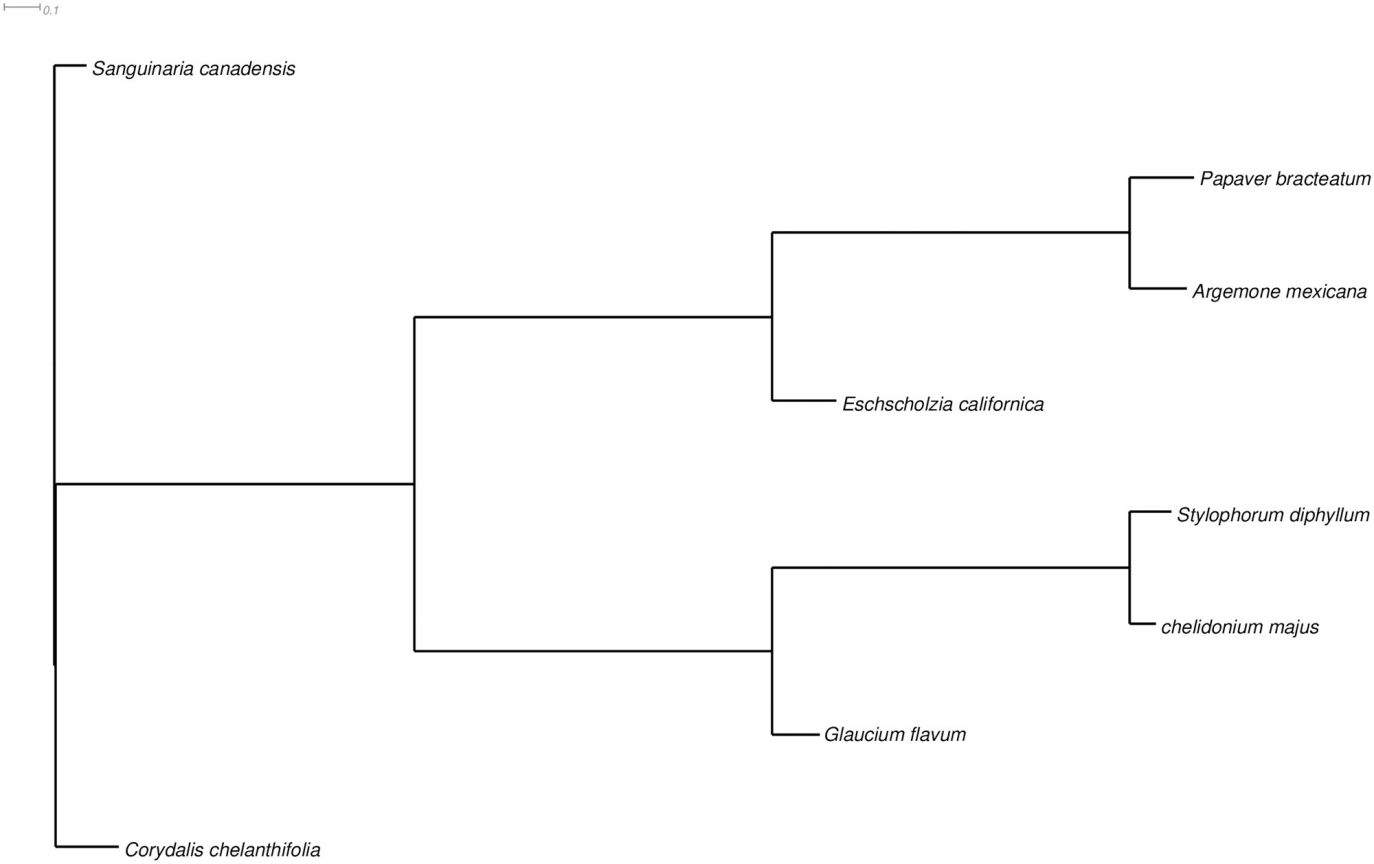
Phylogenetic tree showing eight BIA-accumulating plant species from the concatenated orthogroups using OrthoFinder. The tree is drawn to scale, with branch lengths in the same units as those of the evolutionary distances used to infer the phylogenetic tree.

## Conclusions

In the current study, we generated and characterized a fully annotated and deep-sequencing transcriptome assembly for leaves and root tissues of *C*. *majus*. This represents an important initial resource that will enable further studies on the molecular mechanisms of bioactive alkaloids biosynthesis, as well as for studies of the molecular genetics and functional genomics of this important medicinal plant. Based on transcriptome assembly metrics, BinPacker was found to be the best among all the assemblers used in this study. Generally, our analysis revealed that most of the genes involved in the sanguinarine, berberine, and morphine pathways are broadly expressed in root. 

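With the counts of all transcripts of an enzyme summed, the level of *P6H* was 494 ± 140 normalized CPM in root and 14.5 ± 0.437 in leaf (SD, n = 2 libraries each), a log2 fold change of 5.09 (standard error 0.42, FDR 0.00121 from edgeR's quasi-likelihood test). *SMT* stood at 42.8 ± 14.7 in root and 0.946 ± 0.380 in leaf, a log2 fold change of 5.50 (standard error 0.47, FDR 0.00125). The sum of *CYP719A1* was 325 in root 2 and 96.9 in root 4, against 32.9 and 31.5 in leaf, a log2 fold change of 2.71 (standard error 0.61, FDR 0.0195). *CODM* was at 55.9 ± 11.6 in root and 3.68 ± 0.0581 in leaf, *SalAT* at 7.81 ± 2.19 and 0.356 ± 0.113, and the transcripts labelled *TNMT* at 1685 ± 130 and 130 ± 6.52. Towards leaf ran the sums of the transcripts labelled *MSH* and of *COR*. Transcripts labelled *MSH* reached 164 ± 21.5 in leaf and 8.01 ± 2.16 in root, with a log2 fold change of -4.35 (standard error 0.36, FDR 0.00123), and *COR* 353 ± 22.0 in leaf and 75.3 ± 15.1 in root, with a log2 fold change of -2.23 (standard error 0.34, FDR 0.00598). Of the earlier steps, *TYDC* was 18.9-fold, *NCS* 14.6-fold, *CYP80B1* 4.13-fold and *CNMT* 2.69-fold higher in root by the fitted estimates. The fold of *TYDC* is imprecise, since its sum had 4 and 14 counts in leaf 3 and leaf 4, against 114 and 166 in root 2 and root 4. None of the 13 sums passed the FDR of 0.001 by the quasi-likelihood test, although all 13 had an unadjusted p under 0.05. By edgeR's exact test and by DESeq2, 10 were called higher in root and 2 higher in leaf, with *CNMT* not called, and limma-voom called 4 and 1.

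**Figure D2:**
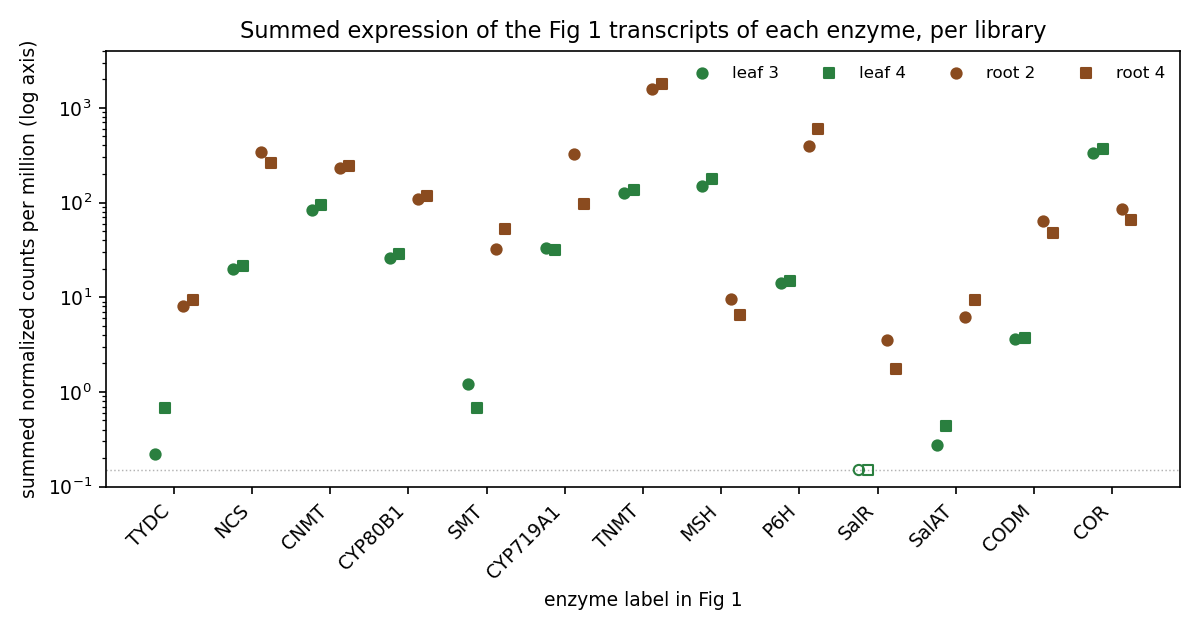
Normalized CPM (log axis) of the summed transcripts of each of the 13 enzymes in leaf 3, leaf 4, root 2 and root 4. Each symbol is 1 library, and the open symbols on the dotted line at 0.15 stand for the 0 counts of *SalR* in both leaf libraries. The leaf libraries lie above the root libraries for the transcripts labelled *MSH* and for *COR*, and below them for the other 11. Names follow the labels printed in Fig 1. The paper's text places *TNMT* higher in leaf and *MSH* higher in root. The heat map of *TNMT* has 9 rows and 6 labels and that of *MSH* 6 rows and 9 labels. An exchange of these labels is therefore a candidate explanation.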

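Of the 50 transcripts that Fig 1 gives for the sanguinarine, berberine and morphine pathways, 39 had a higher estimate in root and 11 in leaf. Many of the 50 share an assembly component by the numbering of their identifiers, so they are not 50 separate observations. The 11 were the transcripts labelled *MSH* and *COR*. Called higher in leaf were 4 and called higher in root were 8 of the 50, and 38 were not called by edgeR's quasi-likelihood test. Among those called higher in leaf, TR24667|c107749_g1_i1 and TR24663|c107745_g1_i1 stood at 16.8 ± 2.78 and 14.2 ± 2.77 normalized CPM in leaf and 0.212 ± 0.0988 and 0.127 ± 0.0208 in root (SD, n = 2 libraries each). Adjusted over the list alone, 26 of the 50 were called higher in root and 9 higher in leaf, the 9 being 8 labelled *MSH* and 1 of *COR*. As the list was chosen on these same libraries, this adjustment may not limit false calls. With library totals in place of TMM, the quasi-likelihood test called 3 higher in root and 3 higher in leaf among all transcripts of Fig 1.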

We observed that relatively few of these genes are up-regulated in leaves. Our results also showed that the most frequent transcription factor families represented here are involved in regulating secondary metabolism pathways, especially those for alkaloid biosynthesis. Development of a large number of EST-SSR markers and the design of high-quality PCR primers for potential EST-SSR loci amplification in the *C*. *majus* transcriptome will be useful for evaluating genetic diversity and also in marker-assisted breeding in *C*. *majus*. Furthermore, our computational methods enabled the identification of a set of potential miRNAs which were previously unknown for this plant.

## Abbreviations

BIAs: benzylisoquinoline alkaloids
DGE: differential gene expression
EST-SSRs: expressed sequence tag simple sequence repeats
GO: gene ontology
RMBT: reads mapped back to the transcriptome assembly
TFs: Transcription factors

How the deposited data were processed for this re-analysis (not part of the article)

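RNA of leaf and root of *Chelidonium majus* was measured in 2 libraries per tissue, leaf 3 and leaf 4, root 2 and root 4, which the labels name and the paper describes as biological replicates. The authors aligned the reads of each library to the BinPacker assembly with Bowtie and estimated abundances with RSEM, and deposited a table of expected counts per transcript. The submitters' processing notes name RSEM and edgeR without versions, and the version of Bowtie is not given in the sources used here. Every value in the deposited table of estimated counts was a whole number, so that rounding to whole numbers, as planned, changed nothing. The table holds 232701 rows, and all 4 columns of values were used.

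From these counts, transcripts with over 1 CPM in at least 2 libraries were kept (47385), counts were scaled by TMM, and root was compared with leaf by edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3) with an intercept and the tissue as the design. P-values were adjusted by Benjamini-Hochberg, and a transcript was called at an FDR under 0.001 with an absolute log2 fold change of at least 2. Standard errors are the log2 fold change divided by the square root of F. The brackets given as ± are standard deviations over 2 libraries. The common dispersion corresponds to a biological coefficient of variation of 0.335. Where a tissue had 0 counts, a bound was computed with 3 counts over both its libraries, and where it had 1 to 3 counts, a ratio with a 95% Clopper-Pearson interval of the split of counts was computed; both cover counting error only. Depth ranged from 15281682 to 19781065 counts per library, so 1 count stands for 0.0506 to 0.0654 CPM.

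The identifiers of 77 transcripts of 13 enzymes were read from Fig 1 before the counts were seen, and all 77 matched a row of the table. They were chosen by the study on these libraries, so no set test was run on them. The text names, by a rule written before the counts were seen, the 2 most abundant transcripts of each enzyme, any called against the other called members of its enzyme, and the 2 most abundant called transcripts of each tissue outside Fig 1; any transcript labelled in Fig 1 may be named as well. Other transcripts are named as chosen after their values were seen. The sums per enzyme were tested in the same way, in a table in which the transcripts of an enzyme form 1 row. Rows and colours of 12 of the heat maps in Fig 1 were measured from the picture, leaving out the single row of *SalR*. The tissue of each pair of columns was taken from the coloured bar above the heat map, which names the opposite tissue to the column labels in 4 panels. The measurement was adjusted once: the rows of *CYP80B1* were first miscounted, since a box edge lay in the pixel column that was read, and the better of 2 columns was then taken for every panel.

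The alternatives were edgeR's exact test, DESeq2 1.42.0 and limma-voom (limma 3.58.1) as tests, DESeq2 size factors and library totals as scaling, other filters and thresholds, thinning by binomial sampling to the smallest total, removal of the 100 most abundant transcripts, and each library left out in turn. The exact test was tested on simulated data beside the main test, with counts drawn for the 47385 transcripts and 200 of them changed between root and leaf. At a true log2 change of 3 the quasi-likelihood test recovered 18 of 100 and the exact test 64 of 100, and at 5 they recovered 70 and 94 of 100. Of the calls of the quasi-likelihood test, 1 of 89 was an unchanged transcript, and of those of the exact test, 25 of 183. With 15000 transcripts changed, 9253 of them by at least 4-fold, the quasi-likelihood test recovered 56.6% of the 9253 and the exact test 76.5%, with 0.127% and 0.553% unchanged transcripts among the calls. The tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

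Pathway, ontology, transcription factor, microsatellite, microRNA and phylogeny results of the paper were not analysed here, since they rest on sequences or annotations and not on counts. No test by permutation is given, since 2 libraries against 2 allow few arrangements.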

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

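All tests of explanations in this part were chosen after the results they bear on had been seen, and so were the minimum of 100 counts and the bound of 0.5 on a log2 interquartile range. Outside the transcripts of Fig 1, 1474 contigs stood over 1 CPM in both root libraries with 0 counts in both leaf libraries. In the other direction, 829 contigs stood over 1 CPM in both leaf libraries with 0 counts in both root libraries. Against these, 3 counts stand for 0.156 to 0.168 CPM in a leaf library and 0.152 to 0.196 CPM in a root library. The paper does not discuss either group.

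In root 2, 43 contigs had 0 counts that had at least 100 counts in each of leaf 3, leaf 4 and root 4, whereas 0 contigs were missing in this way from leaf 3, leaf 4 or root 4; the most abundant, TR581|c173854_g1_i1, had 29416 and 36431 counts in leaf 3 and leaf 4, 0 in root 2 and 26914 in root 4. The tables argue against leaf material in the root 4 library, since the 512 contigs with at least 100 counts in both leaf libraries and 0 in root 2 had a median log2 ratio of root 4 to leaf of -6.41, taking 3 counts in place of 0. For plant genes that vary between tissues like the others and that the root 2 sample lacks, the tables cannot decide. The log2 ratios of root 4 to leaf had an interquartile range of 0.194 in the 43 contigs and 0.995 in the 16139 contigs with the same minimum. Of 10000 random sets of components, 0 spread as little as the components of the set. The random sets were not matched for abundance. Scaled from root 4 to the depth of root 2, the median of the 43 was 198 counts, near the minimum of 100, which can narrow their ratios. RNA that entered 3 libraries at 1 level from outside the plant remains a candidate explanation, as do plant genes that the root 2 sample lacks, and the sequences that would separate them were not analysed here. Another allele in the root 2 sample, assembled as a sibling contig, is argued against for the 32 contigs with a sibling, of which 1 had at least 10 sibling counts in root 2, while an allele assembled apart from these contigs was not tested.

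The 33 contigs c1 to c33 took 22.1% of the counts of root 2 and 2.41% of those of root 4, and 8.02% and 0.323% of those of leaf 3 and leaf 4, in data that the paper does not discuss. A difference between leaf and root is argued against as the whole cause, because the share in leaf 3 was 24.8 times that in leaf 4 and the share in root 2 was 9.20 times that in root 4, while the mean share in root was 2.94 times that in leaf. Abundant RNA of 1 class carried over unevenly between libraries is a candidate explanation that needs all contigs to move together, and 33 of 33 were higher in leaf 3 than in leaf 4. By the numbering of their identifiers the 33 form 1 component, that is contigs assembled together, among which RSEM divides shared reads. They are therefore not 33 separate observations, and moving together does not tell this explanation from others. The class of these RNAs cannot be told without their sequences, so this stays open. Without these contigs, 826 transcripts were called higher in leaf and 235 higher in root.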

How the results depend on the processing

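Scaling by DESeq2 size factors or library totals moved the number of calls by less than 1.5 times, and edgeR's exact test, DESeq2 and limma-voom moved it further. The alternatives were set before the data were examined, except the removal of contigs c1 to c33, the sums per assembly component, the exact test with no filter and the leave-one-out fits with the tested transcripts kept, which were chosen after values had been seen. The exact test with no filter also estimated the dispersions by another edgeR routine than the exact test on filtered transcripts. The 2 therefore differ in more than the filter. All 688 and 210 calls were kept by edgeR's exact test, DESeq2, filterByExpr and the fits with no filter. Limma-voom kept 671 and 198, and library totals without TMM kept 559 and 133. Each of these settings made more calls in all than the quasi-likelihood test with TMM, so keeping its calls is a weak check. Testing against a log2 fold change of 1 with edgeR's glmTreat kept 0 of either kind. With the filter applied to the libraries left, each leave-one-out fit lost part or all of the calls. The 63 transcripts of Fig 1 with a higher estimate in root and the 14 in leaf had the same direction in every alternative in which they were tested. Counting each transcript of Fig 1 and the 4 named others under each alternative, without the leave-one-out fits, direction and call were as before in 815 cases, a call was gained in 366 and lost in 32. The cause was not tested except where named.

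Calls in all, in leaf and in root were 10909, 6168 and 4741 with the exact test, 9066, 4914 and 4152 with DESeq2, and 2501, 1639 and 862 with limma-voom. No filter on low counts gave 13082, 5488 and 7594, over 1 CPM in at least 1 library 4670, 3025 and 1645, and an FDR under 0.05 gave 11576, 6534 and 5042. Thinning each library to the smallest total gave 1374, 1054 and 320, the exact test with no filter 9915, 4683 and 5232, and sums per component, which leave fewer features, 329, 244 and 85. Testing against a log2 fold change of 1 with edgeR's glmTreat gave 0 calls of either kind, here and for Fig 1, with 15056 transcripts at an unadjusted p under 0.05. Library totals without TMM moved the median log2 fold change of all transcripts from 0.006 to -0.098. The median was 2.37 with no filter, over 217839 transcripts, and 1.54 in the exact test with no filter, over 232701. With over 1 CPM in at least 1 library it was 0.301. The fits with no filter thus lie off centre towards root.

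For Fig 1, transcripts called in root and in leaf were 63 and 14 with the exact test and at an FDR under 0.05, 62 and 13 with DESeq2 and with no filter, 53 and 14 with the exact test with no filter, and 34 and 11 with over 1 CPM in at least 1 library. They were 19 and 5 with limma-voom, 20 and 6 after thinning, and 3 and 3 without TMM, against 11 and 4 in the quasi-likelihood test with TMM. Enzyme sums, of which the quasi-likelihood test called 0 with all 13 at an unadjusted p under 0.05, were called in root and in leaf 10 and 2 times with the exact test, with and without filter, with DESeq2, with no filter and at an FDR under 0.05, 7 and 1 with over 1 CPM in at least 1 library, 4 and 1 with limma-voom, and 1 and 1 without TMM. In root, 3 were called after thinning and 1 with filterByExpr.

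The smallest absolute log2 fold change of a called transcript moved from 3.53 to 2.00 with the exact test, with and without filter, with DESeq2, with no filter and at an FDR under 0.05, to 2.14 with over 1 CPM in at least 1 library, 2.78 with limma-voom and 3.03 after thinning. The largest moved from 14.80 to 14.08 with DESeq2 and 13.55 with limma-voom. Contigs seen in root alone rose to 3690 with at least 10 counts as the limit, and those in leaf alone to 1396, or to 1254 with up to 1 count allowed in each root library.

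Leaving out 1 library leaves a tissue with 1 library, which is assumed to vary like the other tissue. With the filter applied to the 3 libraries left, transcripts of the tissue with 1 library can be lost to it, and the calls were 646 without leaf 3, 0 without leaf 4 (10850 at an unadjusted p under 0.05), 7166 without root 2 and 10475 without root 4. Without root 4 this version called 2843 transcripts in root and 31 of Fig 1 in root, with a largest log2 fold change of 18.37. After these values were seen, the fits were repeated with the 47385 transcripts kept, which gave, in all, in leaf and in root, 5541, 3198 and 2343 calls without leaf 3, 2036, 1530 and 506 without leaf 4, 10070, 6078 and 3992 without root 2, and 12506, 6889 and 5617 without root 4. Of Fig 1, these fits called in root and in leaf 31 and 12 without leaf 3, 17 and 8 without leaf 4, 54 and 14 without root 2, and 60 and 14 without root 4; of the enzyme sums, 5 and 1, 1 and 1, 9 and 2, and 9 and 2 in this order, and the smallest log2 fold change without leaf 3 was 2.39. Over both versions, calls in all ranged from 0 to 12506, in leaf from 0 to 7632 and in root from 0 to 5617. Fig 1 transcripts ranged from 0 to 60 in root and 0 to 14 in leaf, enzyme sums from 0 to 9 and 0 to 2, the largest log2 fold change from 13.88 to 18.39 and the smallest from 2.00 to 3.88.

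No paired analysis was possible because the root libraries are numbered 2 and 4 and the leaf libraries 3 and 4, so that they share 1 number. Counts without rounding were not run as an alternative, since every value in the table is already whole. Depth limits the transcripts with few counts: 3 counts stand for 0.152 CPM in root 2 and 0.196 CPM in root 4.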

Differences from the paper's values

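The paper reports 10750 transcripts past an FDR of 0.001 and a 4-fold change, 6028 higher in leaf and 4722 higher in root. The quasi-likelihood test called 898, 688 and 210 at the same thresholds. On the same transcripts and with the same scaling, edgeR's exact test called 10909, 6168 and 4741. The choice of test alone can therefore give a difference of this size, while the paper's text does not state which test was used. Of the alternatives set before the data were examined, edgeR's exact test (10909, 6168 and 4741) and DESeq2 (9066, 4914 and 4152) came within 1.5 times of all 3 of the paper's numbers, as did an FDR under 0.05, which is not the paper's threshold (11576, 6534 and 5042). No filter on low counts came within 1.5 times for the total (13082) and for leaf (5488) and not for root (7594), leaving out root 4 for the total (10475) and for leaf (7632), and leaving out root 2 for leaf (5901). Limma-voom, DESeq2 size factors, library totals without TMM, filterByExpr, over 1 CPM in at least 1 library, no fold change limit, glmTreat, thinning, removal of the 100 most abundant transcripts and leaving out leaf 3 or leaf 4 did not. Of those chosen after seeing the values, the exact test with no filter called 9915, 4683 and 5232 and kept all 688 and 210 calls, and the fits with the tested transcripts kept called 10070, 6078 and 3992 without root 2 and 12506, 6889 and 5617 without root 4. The others chosen after seeing the values did not come within 1.5 times: 5541, 3198 and 2343 without leaf 3 and 2036, 1530 and 506 without leaf 4 with the tested transcripts kept, 1061, 826 and 235 without contigs c1 to c33, and 329, 244 and 85 for sums per component. The paper's list of called transcripts was not used here; of the 77 transcripts of Fig 1 the exact test with no filter and the fits without root 2 and without root 4 called 53, 54 and 60 higher in root and 14 each higher in leaf.

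For the range of the fold change, the paper gives 2 to 14, read here as log2. The called transcripts ran from 3.53 to 14.80 in size. Except with no fold change limit and with glmTreat, calls were cut at a log2 fold change of 2 in size, the limit the paper states. A lower end of 2.00 therefore restates this limit, so its nearness to the paper's 2 is not evidence of agreement. A value is taken here to differ from the paper's when it lies further from it than 1 standard error of the quasi-likelihood value at that end (0.26 for the smallest and 0.64 for the largest). Each of these is the standard error of the single transcript at that end. It does not measure the uncertainty of the end of a range, so the comparison is descriptive and not a test. Of the alternatives set before the data were examined, the lower end did not differ with the exact test (2.00), DESeq2 (2.00), no filter (2.00), over 1 CPM in at least 1 library (2.14), an FDR under 0.05 (2.00) and without root 2 or root 4 (2.00 each), and differed in the others that made calls. The upper end did not differ with DESeq2 (14.08), limma-voom (13.55), thinning (14.57) and without leaf 3 (13.88), and differed in the others of these that made calls. Of those chosen after seeing the values, the exact test with no filter and the fits without root 2 and without root 4 with the tested transcripts kept gave a lower end of 2.00 each. With the tested transcripts kept, the lower end without leaf 3 (2.39, standard error 0.56) and the upper end without leaf 3 (14.85, standard error 1.26) and without leaf 4 (14.68, standard error 1.17) lay within their own standard errors of the paper's values. The paper prints its range in whole numbers, and the largest value here belongs to a transcript with 0 counts in root.

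The paper's 188.98 M clean reads, where M stands for 1000000, and the sum of 72.24 M estimated counts are different quantities. The paper describes paired-end reads, and its text does not say whether a pair counts as 1 or as 2 in its number, so the values are not known to be on 1 scale. No alternative bears on this difference.

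In the text, the paper places *TNMT* higher in leaf and *MSH* higher in root. The transcripts that Fig 1 labels *TNMT* had higher estimates in root (6 of 6, log2 fold change of their sum 3.69) and those labelled *MSH* in leaf (9 of 9, log2 fold change of their sum -4.35, with 4 called). As the heat map of *TNMT* has 9 rows and 6 labels and that of *MSH* 6 rows and 9 labels, an exchange of their row labels is a candidate explanation. The directions given here hold for the printed labels. For the other enzymes whose tissues the text compares, 8 of 8 sums ran the way the text states. The text also calls *NCS*, *SMT*, *CYP719A1*, *SalR*, *SalAT* and *CODM* higher in root and *COR* higher in leaf; apart from 3 of the 15 transcripts of *NCS*, none of these transcripts was called by the quasi-likelihood test, and all were called in the stated direction by the exact test and by the quasi-likelihood test at an FDR under 0.05. Over all 77 transcripts of Fig 1, DESeq2 called 62 and 13, no filter 62 and 13, over 1 CPM in at least 1 library 34 and 11, thinning 20 and 6, limma-voom 19 and 5 and library totals without TMM 3 and 3, against 11 and 4 by the quasi-likelihood test.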

Other observations

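The tests in this part were chosen after the results had been seen. Contigs were grouped by assembly component, taken from the numbering of the identifiers. Of 203 components with at least 2 called contigs, 0 held calls in both directions by the quasi-likelihood test, and by edgeR's exact test 31 of 2104 did (1.47%). The component labels stand for contigs assembled together and not for genes, and no gene names were used for them.

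Contigs over 1 CPM in a single library with 0 counts in the other 3 numbered 1 in leaf 3, 1 in leaf 4, 183 in root 2 and 1529 in root 4. With at least 100 counts in a single library and 0 in the others, there were 4 contigs in root 2 and 6 in root 4, and 0 in either leaf library.

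In Fig 1, the transcripts labelled *TNMT* and *MSH* run against the text. An exchange of leaf and root libraries in the table is argued against, since the sums of 8 of 8 other enzymes whose tissues the text compares ran as it states. An exchange of the row labels of these heat maps is a candidate explanation: the heat map of *TNMT* has 9 rows and 6 labels and that of *MSH* 6 rows and 9 labels, and the colours of the *MSH* rows followed the fold changes of the transcripts labelled *TNMT* with Spearman's rho of 1.00. By the coloured bar, all 6 rows of the *MSH* heat map were higher in root. All 9 rows of the *TNMT* heat map were higher in leaf, both as the text states. For the *TNMT* rows and the transcripts labelled *MSH*, rho was 0.75 with the tissues taken from the coloured bar and would be -0.75 by the column labels, which name the opposite tissue there and in the panels of *TYDC*, *CODM* and *COR*; in these 3 the direction by the bar was that of the counts. In the panels whose rows and labels match, 10 of the 12 measured, rho lay between 0.404 and 0.900 where it could be computed, and no sequences were compared.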
